A study of Mus musculus with 6 samples. Its data were reported in "Macrophages Promote Atherosclerosis Development by Inhibiting CD8T Cell Apoptosis" (2024).

How the data were processed

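RNA-seq counts of 6 libraries of cultured mouse dendritic cells were analysed, 3 untreated and 3 treated with DB2313. Per the labels, the cells were kept in culture medium, RNA was extracted with Trizol and libraries were made by standard Illumina protocols. Per the methods of the study, sequencing was done on an Illumina HiSeq instrument, and the reads were aligned and counted with LifeScope. The authors deposited raw read counts per gene, as whole numbers, with no normalisation, in 1 table with a column per library, and no library was pooled. The genome build, the strandedness of the libraries and the handling of reads with several matches were not stated. The dose and the time of treatment were not given in the labels. Of the 54495 gene identifiers shared with GENCODE M21, 98.33% had the same start and end there, so coordinates are given as GRCm38. The table also held the length of each gene in base pairs, as deposited by the authors.

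Groups were taken from the treatment given in the labels. The columns of the table carried short names. Those of the control libraries were named by a usual short form for bone marrow-derived dendritic cells, and those of the other group were named by Spi1, the target of DB2313, and numbered 1 to 3 like the labels. They were matched to the samples on that basis. If these names meant something else, every direction of change would have to be read anew.

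Total counts ranged from 16146743 to 19764677 per library. All rows named a gene. With 3 libraries per group, the precision was tested on simulated data made from the means and library sizes of the real genes. Of 197 tested genes changed by 2-fold, 76.1% were recovered, with 13 false calls among 13932 genes. With no gene changed there were 5 false calls among 13944 genes. When a trend with gene length was added to some libraries there were 4154 false calls among 13814 genes, and 12 when an offset for length was used. A shifted list was found by camera, by camera with an estimated correlation and by fry. The genes were simulated independently of each other, so this does not show how these list tests behave when genes are correlated. Reads without molecular identifiers are not independent molecules, and the errors given cover the spread between libraries.

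The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM scaling, the filter of filterByExpr, the group as the only term and Benjamini-Hochberg adjustment over the 14174 genes tested. All adjusted p-values of single genes come from this test unless another is named. The study named DESeq2 for its own comparison, and DESeq2 1.42.0 was used as an alternative. A gene was called changed at an adjusted p under 0.05, and as changed at least 2-fold when its absolute log2 fold change was also at least 1. Log2 fold changes are DB2313 against control. CPM values use the TMM-scaled library sizes. A floor of 3 counts was used for genes near 0.

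The 19 gene lists (10 response lists and 9 lists of cell markers) were written from general knowledge, as was a list of 10 genes tied to the questions of the study, and are no copy of a pathway database. The values of 1 gene of the latter list are not reported here. Camera and fry of limma 3.58.1 tested the response lists for a shift in one direction. The share of changed genes in a list, whatever their direction, was compared with 10000 random lists of the same size, matched on mean expression in 20 bins, with Benjamini-Hochberg adjustment over the 10 lists. This test was added after the data were seen. Of 200 random lists of 60 genes, 5% had a p under 0.05 in it, and of 200 lists with 15 changed genes among 60, 100% had. The groups, the tests, the lists, the alternatives and the rule for naming genes were chosen before the data were examined, except where the text says otherwise. The rule named the genes of the list tied to the study and the 5 protein-coding genes with the highest and the 5 with the lowest log2 fold change among those with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between the groups. Other genes named in the text were chosen after their values were seen.

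The alternatives were DESeq2 size factors, scaling by library totals, no filter, a mean of at least 10 counts, protein-coding genes only, a prior count of 2 in place of 0.125, robust edgeR, limma-voom, DESeq2, a test against a 1.5-fold change (glmTreat), an offset for gene length (lowess, span of 0.3), the replicate number as a block, both of these together, and the omission of each library in turn. An offset for GC content and the omission of genes with 5 or more near-identical pseudogenes were added after the data were seen. The prior count alters only the fold changes, so the edgeR p-values stay the same with it by construction. Copies were searched with blastn 2.17.0 (megablast) among the GENCODE M21 transcripts, at 95% identity or more over at least 100 bp. The labels gave no batch or date, so no batch could be examined.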

Results

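RNA-seq was performed on mouse dendritic cells, which take up antigen and present it to T cells, cultured with or without DB2313. DB2313 is a small molecule described by the study as an inhibitor of Spi1, the transcription factor also called PU.1 that drives gene expression in macrophages and dendritic cells. The sample labels named dendritic cells, whereas the text of the study spoke of macrophages. There were 3 control and 3 DB2313-treated libraries. Total counts were 16299657, 16161394 and 16146743 in control replicates 1 to 3, and 16624088, 19764677 and 16310491 in DB2313 replicates 1 to 3. The columns of the treated libraries carried the name of Spi1 rather than that of the compound, and every direction below rests on reading those columns as the DB2313 libraries. Genes were counted for 54532 annotated features, and 14174 genes passed the filter on low counts and were tested.

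The replicates of each group were compared first. The chi-square statistic per degree of freedom ranged from 4.77 to 5.28 between pairs of control libraries and from 7.43 to 17.7 between pairs of DB2313 libraries, so each pair differed by more than sampling noise. DB2313 replicates 1 and 3 were the most distant pair. The first principal component of log2 CPM (read counts scaled to a common library size) held 38.7% of the variance and separated the groups. The second held 20.7% and spread the DB2313 libraries, with replicate 1 at 26.9 and replicate 3 at -27.7, while the control libraries lay between -3.92 and 8.50.

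To ask which genes DB2313 changed, the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. With DB2313, 661 genes were higher and 842 were lower at an adjusted p under 0.05, which was 10.6% of the genes tested. The unadjusted p was under 0.05 for 3309 genes. The 3 control and 3 DB2313 libraries did not overlap in CPM for 1484 of the 1503 changed genes, and for 27.4% of all tested genes, where chance gives 10%. The median log2 fold change of all tested genes was 8.2e-04. The biological coefficient of variation, the spread between replicates beyond counting noise, was 9.66%. At least a 2-fold change was found for 213 of the changed genes, 112 higher and 101 lower. Of these 213, Ypel4, Olfr111, Fam167b, Rerg and Hs3st6 had 3 counts or fewer in all libraries of one group, and their fitted fold changes are not given. These 5 genes were singled out after their values were seen. The numbers of changed genes moved most when 1 library was left out. Without DB2313 replicate 3, 1097 genes were higher and 1311 lower, whereas without DB2313 replicate 2, 328 were higher and 411 lower.

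**Figure D1:**
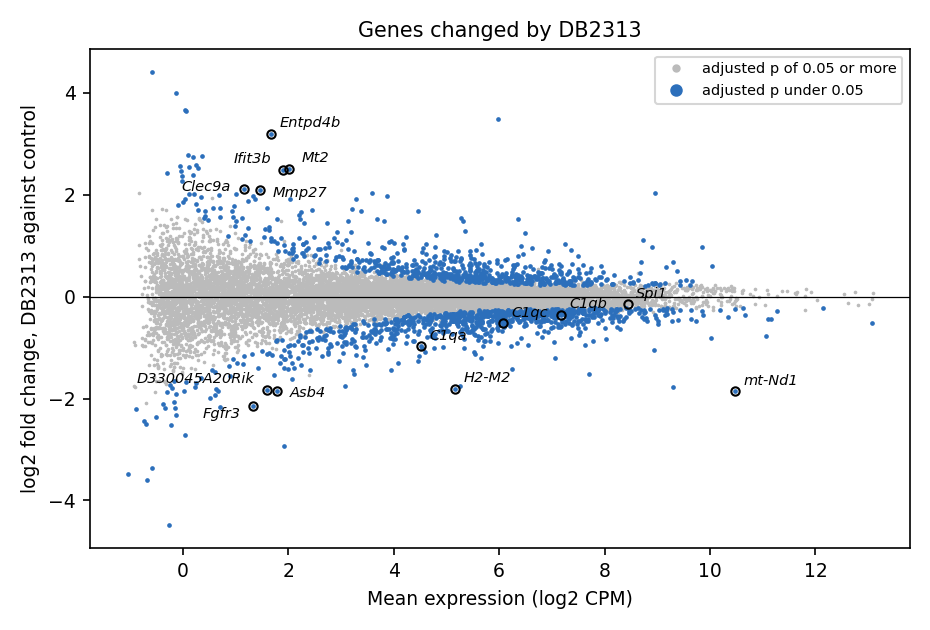
Log2 fold change between DB2313 and control (vertical axis) against mean expression in log2 CPM (horizontal axis), with 1 point per tested gene. The 1503 genes with an adjusted p under 0.05 are blue, and circles mark C1qa, C1qb, C1qc, Spi1 and the 10 genes named for the size of their change, among which Entpd4b had the highest log2 fold change (3.20) and Fgfr3 the lowest (-2.14).

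The study asked whether inhibition of Spi1 lowers the genes of C1q, the complement component made of the subunits C1qa, C1qb and C1qc. Its own test was quantitative PCR in monocytes given GM-CSF with or without DB2313, which is not the comparison analysed here. In those monocytes DB2313 undid the rise of C1q under GM-CSF. The study left open whether dendritic cells induce the C1q genes too. The 3 genes lie next to each other on the minus strand of chromosome 4 (GRCm38). C1qa (ENSMUSG00000036887, 136895917 to 136898803) fell from 30.2 ± 3.00 CPM in control to 15.4 ± 1.49 CPM with DB2313 (SD, n = 3 each). Its log2 fold change was -0.97 ± 0.12 (SE), with an adjusted p of 7.8e-05 in edgeR. C1qc (ENSMUSG00000036896, 136889804 to 136893065) fell from 78.97 ± 4.85 to 55.3 ± 6.41 CPM, with a log2 fold change of -0.51 ± 0.09 (SE) and an edgeR adjusted p of 0.00216. C1qb (ENSMUSG00000036905, 136880129 to 136886187) fell from 162.9 ± 5.85 to 128 ± 6.06 CPM, with a log2 fold change of -0.35 ± 0.07 (SE) and an edgeR adjusted p of 0.0045. For each of the 3 genes, all DB2313 libraries lay below all control libraries. Without DB2313 replicate 2, the log2 fold change of C1qb was -0.32 and its edgeR adjusted p rose to 0.0568. The raw counts behind these values were 239 to 547 reads per library for C1qa, 829 to 1359 for C1qc and 2121 to 2684 for C1qb. The ratio of C1qa to C1qb counts was 0.168 to 0.204 in the control libraries and 0.113 to 0.128 in the DB2313 libraries. The ranges did not overlap, but an exact two-sided permutation test of 3 against 3 libraries cannot give a p below 0.1.

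**Figure D2:**
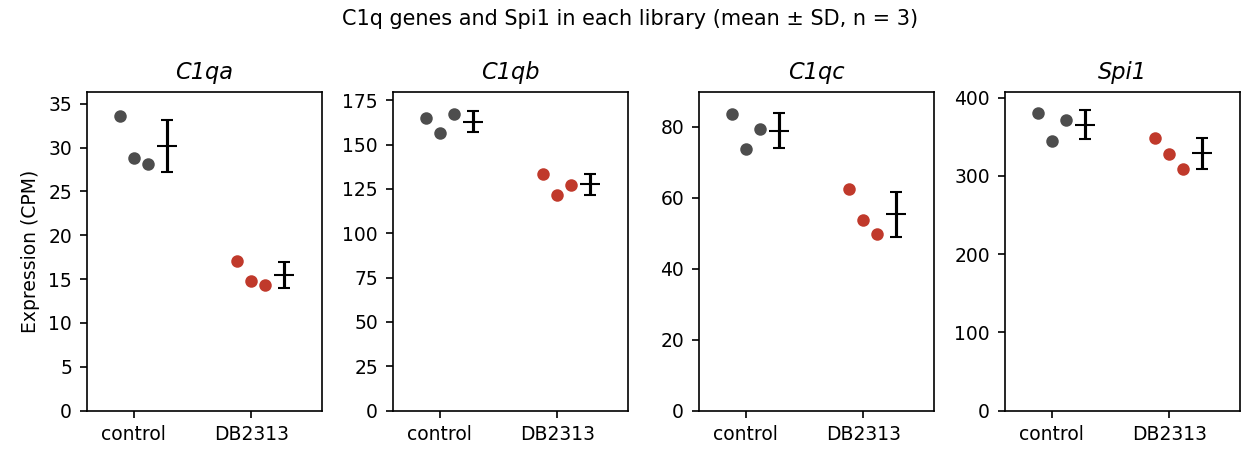
Expression of C1qa, C1qb, C1qc and Spi1 in CPM (vertical axes, starting at 0) in each control and DB2313 library (points, replicates 1 to 3 from left to right), with the mean ± SD of 3 libraries beside them. The C1q points of the groups do not overlap, and those of Spi1 do.

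Spi1 (ENSMUSG00000002111, chromosome 2, 91082390 to 91115756, plus strand) was measured at 366 ± 18.4 CPM in control and 329 ± 20.1 CPM with DB2313 (SD, n = 3 each). Its log2 fold change was -0.15 ± 0.07 (SE), with an unadjusted p of 0.0471 and an adjusted p of 0.206 in edgeR, and the groups overlapped. With an offset for gene length its adjusted p was 0.0438.

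A list of genes tied to the questions of the study was fixed in advance. It also held Csf2ra, a gene of the receptor for GM-CSF, which the study names only by the ligand. Of its 10 genes, 5 had a p under 0.05 adjusted over the list alone and 4 when adjusted over all genes tested. The first count is no independent evidence for any gene that the study may have chosen on these libraries. The study measured Slc7a7 and C1qbp in CD8 T cells cocultured with macrophages. It measured Il6 and Tnf in macrophages cocultured with CD8 T cells. The values of these genes given here come from a different experiment and do not test those findings. Slc7a7, an arginine transporter whose gene overlaps Oxa1l, so that some reads could belong to either gene, had a log2 fold change of -0.32 ± 0.12 (SE) and passed over the list alone (0.0289) but not over all genes (0.0969, edgeR). Tnf (-0.35 ± 0.16), Csf2ra (-0.13 ± 0.10), Il6 (-0.06 ± 0.12) and C1qbp (0.06 ± 0.09, log2 fold change ± SE) did not pass, with edgeR adjusted p of 0.190, 0.510, 0.810 and 0.739. Without control replicate 1 the signs of Csf2ra and Il6 turned, to 0.0051 and 0.0081. The log2 fold change of Slc7a7 ranged from -0.43 without control replicate 1 to -0.20 without control replicate 3. That of C1qbp ranged from 0.0043 without DB2313 replicate 1 to 0.14 without control replicate 3. Neither gene passed over all genes in any fit that left out 1 library.

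The protein-coding genes with the highest log2 fold change that met the naming rule were Entpd4b (3.20 ± 0.79, SE), Mt2 (2.51 ± 0.31), Ifit3b (2.49 ± 0.37), Clec9a (2.12 ± 0.37) and Mmp27 (2.08 ± 0.41). Their edgeR adjusted p ranged from 1.2e-04 for Mt2 to 0.0163 for Entpd4b. All were expressed at a low level, from 0.562 CPM for Entpd4b to 1.14 CPM for Mt2 in control, and from 3.36 CPM for Clec9a to 6.55 CPM for Mt2 with DB2313. Mt2 (chromosome 8, 94172664 to 94173568, plus strand) encodes a metallothionein, a small metal-binding protein. It had 17 to 20 counts in the control libraries and 74 to 153 in the DB2313 libraries. Entpd4b rested on 1 library. It had 251 counts in DB2313 replicate 2, against 16 and 30 in the other DB2313 libraries, and without replicate 2 its log2 fold change was 1.29 with an edgeR adjusted p of 0.266. Entpd4b shares a stretch of 3589 bp at 95% identity or more with Entpd4, and Ifit3b shares 1700 bp with Ifit3, so the values of both are uncertain. Mt2 and Clec9a overlap other annotated genes.

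The 5 lowest were Fgfr3 (-2.14 ± 0.33, SE), Asb4 (-1.86 ± 0.31), mt-Nd1 (-1.85 ± 0.09), D330045A20Rik (-1.82 ± 0.32) and H2-M2 (-1.80 ± 0.13). Their edgeR adjusted p ranged from 1.6e-08 for mt-Nd1 to 0.00186 for D330045A20Rik. The largest in expression was mt-Nd1, a subunit of respiratory complex I encoded by the mitochondrial chromosome (2751 to 3707, plus strand), which fell from 2242 ± 239 to 620 ± 71.3 CPM (SD, n = 3 each). H2-M2, a class I-like histocompatibility gene (chromosome 17, 37480851 to 37483552, minus strand), fell from 55.9 ± 3.07 to 16.1 ± 3.62 CPM. Fgfr3, Asb4 and D330045A20Rik were at 3.98 to 5.36 CPM in control. Other mitochondrial transcripts were examined after the fall of mt-Nd1 was seen. The share of counts on the mitochondrial chromosome was 2.06% to 2.41% in the control libraries and 1.46% to 1.57% in the DB2313 libraries. Among its transcripts with a mean of at least 1000 counts, mt-Nd2 fell by 1.77 ± 0.08 on the log2 scale (SE), whereas mt-Rnr2 changed by -0.045 ± 0.08 and mt-Rnr1 rose by 0.61 ± 0.08.

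**Figure D3:**
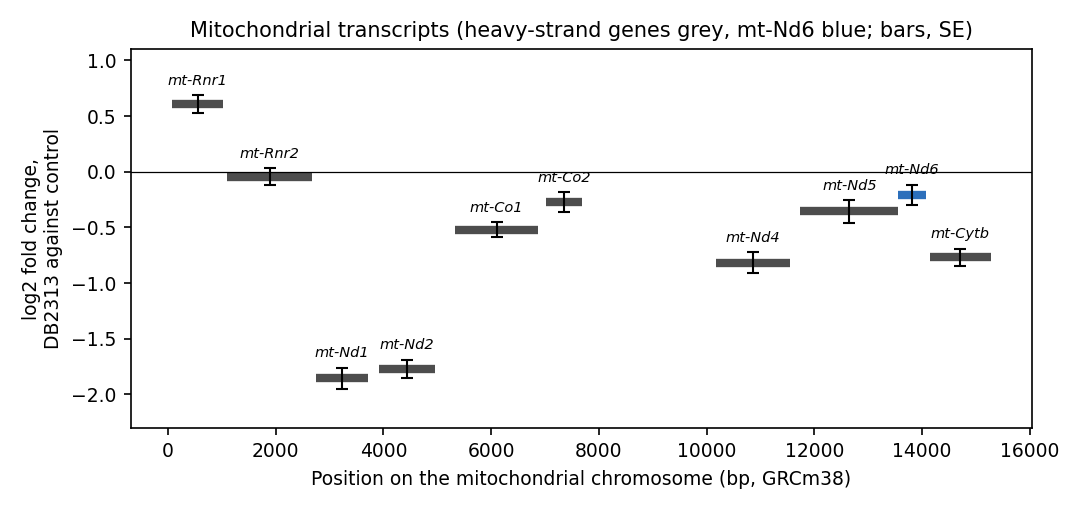
Log2 fold change between DB2313 and control (vertical axis) of the mitochondrial transcripts with a mean of at least 1000 counts, drawn at their positions in bp on the mitochondrial chromosome (horizontal axis), with error bars for the SE. The ribosomal mt-Rnr1 rose by 0.61, and the neighbouring mt-Nd1 and mt-Nd2 changed by -1.85 and -1.77.

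The study named cGMP-PKG signalling and calcium signalling for DB2313-treated cells, and 10 gene lists written in advance were tested with camera (preset correlation of 0.01, two-sided, Benjamini-Hochberg over the 10 lists). The cGMP-PKG signalling list (108 genes tested) had a median log2 fold change of -0.046, with 8 genes higher and 11 lower past the threshold over all genes and an adjusted p of 0.403. The calcium signalling list (131 genes tested) had a median of -1.2e-04, with 8 genes higher and 12 lower and an adjusted p of 0.556. The sign of this median turned in 9 of the 18 alternatives, among them fry and camera with an estimated correlation, which cannot change a median. The list of PU.1 targets (58 genes tested) had a median of -0.014, with 7 genes higher and 10 lower and an adjusted p of 0.592. Its sign turned in 2 of the 18 alternatives. Adjusted over the list alone, 25 genes of the cGMP-PKG list, 26 of the calcium list and 20 of the PU.1 list passed. None of these 3 lists passed for a shift in one direction in camera, in fry, which does not compare a list with other genes, or in camera with an estimated correlation. Tests for a shift cannot see a list whose genes change both ways. The share of changed genes in either direction was therefore compared with 10000 random lists matched on mean expression, a test chosen after the shift tests were seen (one-sided, Benjamini-Hochberg over the 10 lists). The share was 17.6% in the cGMP-PKG list against a median of 12.04% in random lists (p 0.0771, adjusted 0.154), 15.3% against 9.92% in the calcium list (p 0.0489, adjusted 0.122) and 29.3% against 17.2% in the PU.1 list (p 0.0154, adjusted 0.0770). Each share was above that of random lists, and none passed after adjustment with edgeR. With the genes called by DESeq2, the method named by the study, the shares of the cGMP-PKG and calcium lists passed, with an adjusted p of 0.0327 each. Whether these lists hold more changed genes than others thus depends on the method. The results of the cGMP-PKG and calcium lists are not independent of each other, because the lists share genes. Among the genes changed with edgeR, Mylk, Cacna1d, Ppp3ca, Adcy3, Adcy4, Ednrb, Slc8a2 and Adrb1 were in both. Genes of a list are not independent, which random lists do not take into account.

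2 other lists passed in camera. The interferon response list (48 genes tested) had a median log2 fold change of 0.24, with 19 genes higher and 3 lower (29 changed when adjusted over the list alone) and an adjusted p of 5.2e-09. The NF-kB inflammatory response list (35 genes tested) had a median of -0.21, with 1 gene higher and 8 lower (13 over the list alone) and an adjusted p of 2.0e-04. Neither call held under the other list tests. The adjusted p of both was 0.106 under fry and 0.378 under camera with an estimated correlation. The share of changed genes was 45.8% in the interferon list against 12.5% in matched random lists, with an adjusted p of 0.001 from a p of 1e-04, the smallest that 10000 random lists can give. In the NF-kB list it was 25.7% against 11.4% (adjusted p 0.0877). Without DB2313 replicate 3 the NF-kB median was -0.14, with a camera adjusted p of 0.0134. The other 5 lists did not pass in camera. Their medians were 0.086 for cell cycle (adjusted p 0.218), 6.8e-04 for cholesterol synthesis (0.626), -0.029 for hypoxia and glycolysis (0.727), -0.0040 for unfolded protein and amino acid stress (0.660) and 0.031 for p53 response (0.341). Their shares of changed genes did not pass either, with adjusted p from 0.314 for p53 response to 0.828 for cell cycle and cholesterol synthesis.

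**Figure D4:**
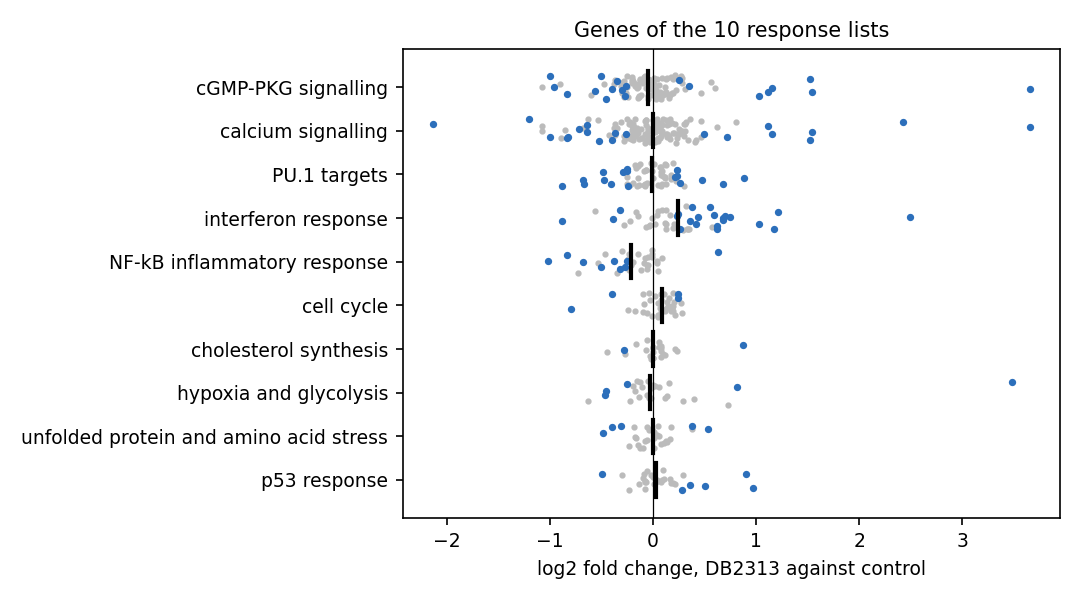
Log2 fold change between DB2313 and control (horizontal axis) of the tested genes in each of the 10 response lists (vertical axis, points spread only for legibility), with genes at an adjusted p under 0.05 in blue and a black bar at the list's median. The median lay at 0.24 for the interferon response list and at -0.21 for the NF-kB list, and between -0.046 and 0.086 for the others.

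Because the labels named dendritic cells and the study spoke of macrophages, the levels of cell identity markers were described without a test between lists. The median of the dendritic cell markers was 151 ± 11.2 CPM in control and 111 ± 4.09 CPM with DB2313, and that of the macrophage markers was 137 ± 18.3 and 112 ± 3.76 CPM (SD, n = 3 libraries each). In each of these lists, 16 genes exceeded 10 CPM. Neutrophil markers had a median of 159 ± 11.1 CPM in control and 169 ± 30.1 CPM with DB2313. Mast cell and basophil markers were at 70.1 ± 1.81 and 75.4 ± 6.75 CPM, and T cell markers at 26.1 ± 0.728 and 29.3 ± 6.88 CPM. The medians of the B cell, fibroblast, endothelial and erythroid markers in control were 0.363, 0.354, 0.936 and 0.353 CPM. With DB2313 they were 0.342, 0.411, 1.20 and 0.409 CPM.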

Values the study reported

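The study treated its macrophages with DB2313 at 14 nM. In a separate RNA-seq comparison of CD8 T cells cocultured with such macrophages, which is not the comparison analysed here, it reported 164 upregulated and 753 downregulated genes.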

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

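The offset for GC content, the omission of genes with many pseudogenes and the test on the share of changed genes in a list were chosen only after the results were seen, as was the thinning of 1 library described among the other observations.

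The log2 fold changes of C1qa and C1qc kept their direction and stayed under an adjusted p of 0.05 in all 20 alternatives, from -1.05 to -0.88 and from -0.61 to -0.44, with a highest adjusted p of 0.00164 and 0.0233. C1qb did so in 19 of 20. Its log2 fold change ranged from -0.39 to -0.32 over the 6 fits that each left out 1 library, and the adjusted p was 0.0568 without DB2313 replicate 2. Spi1 passed the threshold only under the gene-length offset (-0.18, adjusted p 0.0438), and its adjusted p ranged from 0.0438 to 0.482 over the alternatives. The cause was not tested.

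The number of higher genes ranged from 328 to 1097, and that of lower genes from 411 to 1311, over the 6 fits that each left out 1 library. The lowest came without DB2313 replicate 2 and the highest without DB2313 replicate 3. Leaving out a control library gave 846, 796 and 854 changed genes without replicates 1, 2 and 3, against 1503 with all libraries. These fits have fewer samples, which lowers the counts by construction, but the counts rose without DB2313 replicate 1 (789 higher and 922 lower, 1711 in all) and without DB2313 replicate 3 (2408 in all). These libraries were the most distant pair, and the cause of the rise was not tested. Of the 1503 genes, 729 remained without DB2313 replicate 2 and 1420 without DB2313 replicate 3, all with the same sign. In the other alternatives the counts stayed within 1.5 times, and scaling by library totals gave 731 higher and 703 lower genes. The 2-fold count fell to 86 under glmTreat, which by its construction asks for a change above 1.5-fold with confidence.

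The replicate numbers did not pair the libraries. The correlations of deviations from the group means between same-numbered libraries were 0.0035, -0.024 and -0.12. With the replicate number as a block, 502 genes were higher and 629 lower.

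The median of the calcium signalling list was close to 0 and turned positive with DESeq2 size factors (0.0035), library totals (0.024), no filter (0.014), the block (0.0044), the length offset (0.016), the length offset with the block (0.026), protein-coding genes only (0.0020) and without genes with many pseudogenes (5.4e-04). It ranged from -0.043, without DB2313 replicate 3, to 0.013, without control replicate 2, over the fits that each left out 1 library. That of the PU.1 list turned to 0.0086 with library totals and ranged from -0.077, without DB2313 replicate 3, to 0.0012, without control replicate 1. Il6 ranged from -0.10 to 0.0081 and Csf2ra from -0.22 to 0.0051, both turning without control replicate 1. None of these values passed a threshold in any alternative. The cGMP-PKG median stayed negative in all 18 alternatives, from -0.054 to -0.014. These alternatives include fry and camera with an estimated correlation, which use the main fit and leave each median unchanged by construction.

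The medians of the interferon list (0.24) and the NF-kB list (-0.21) do not depend on the list test, but both calls were lost under fry and under camera with an estimated correlation, whose adjusted p was 0.106 and 0.378 for each list. These tests use the correlation between genes in the 6 libraries, in place of a preset value.

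The share of changed genes passed for the interferon list in all 20 alternatives. The other lists did not pass with the edgeR settings of the report and did so in few alternatives, 3 for cGMP-PKG, 4 for calcium, 2 for PU.1 and 5 for NF-kB. The cGMP-PKG share was 24.1% with the length offset, 22.2% with DESeq2 and 20.4% with limma-voom, and the calcium share 19.8%, 18.3% and 16.8%, with an adjusted p of 0.0420, 0.0327 and 0.049995 (barely under the threshold) in both lists. As the cGMP-PKG and calcium lists share genes, these are not independent results. The PU.1 share was 31.0% with DESeq2 size factors (adjusted p 0.0385) and 31.0% with robust edgeR (0.0420). The NF-kB share was 31.4% with the length offset (0.0420), 31.4% with DESeq2 (0.0327) and 28.6% with robust edgeR (0.0420). Over the fits that each left out 1 library, the calcium share ranged from 8.96%, without DB2313 replicate 2, to 20.9%, without DB2313 replicate 3, and passed only without DB2313 replicate 1 (19.5%, adjusted p 0.0150). The NF-kB share ranged from 11.4%, without control replicate 1, to 34.3%, without DB2313 replicate 1, and passed there (0.0150) and without control replicate 2 (20%, 0.0395). In the same fits the cGMP-PKG share ranged from 8.26% to 25.7% and the PU.1 share from 13.8% to 43.1%, and neither passed. The interferon share ranged from 27.1% to 56.25% and passed each time. The size of each share thus depended on which library was left out. Which of these methods is right for the lists was not tested.

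Among the other named genes 10 values became weaker, 5 of them of Entpd4b, and none stronger.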

Other observations

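The tests on C1q and cell markers, on the mitochondrial transcripts other than their nuclear copies, on glycolytic genes, on metallothioneins, on the order of the DB2313 libraries and on the thinned library were chosen only after the result was seen.

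The grouping itself was compared with the other ways to divide the 6 libraries. Only 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many changed genes, and the same held for genes changed at least 2-fold. The most changed genes in another split was 1. With 10 splits this share cannot fall below 0.1, so chance cannot be excluded in this way. For the lists the picture differed. The interferon list had its smallest camera p in the real split (1 of 10), but another split gave 1.7e-07. For the NF-kB list, 3 of the 10 splits, the real one included, gave as small a camera p, and the smallest in another split was 1.2e-10. Each other split mixes control and DB2313 libraries and keeps part of the difference between them, so a small p there is not by itself a false call. That other splits gave the NF-kB list a smaller p than the real one leaves open that its genes differ between libraries for reasons other than the treatment. The interferon shift did not come from 1 library as far as camera shows, since its adjusted p was at most 1.3e-05 when any 1 library was left out.

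Technical trends were weighed for the changed genes as a whole. An offset for gene length kept 95.3% of the calls and one for GC content kept 98.0%, which argues against either trend as the whole cause. Without the deepest library, DB2313 replicate 2, 739 genes were changed, the lowest count when 1 library was left out. It was 846, 796 and 854 without control replicates 1, 2 and 3, and 1711 and 2408 without DB2313 replicates 1 and 3. The depth of DB2313 replicate 2 is an unlikely cause of the calls, because thinning it to 16308475 counts kept 96.7% of them.

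The fall of the C1q genes could reflect fewer macrophages in the treated cultures or a change within the cells. Fewer macrophages would lower macrophage markers together. Of the 17 macrophage markers tested, 8 were lower but 3 were higher past the threshold, which argues against a smaller share of macrophages as the whole cause. Marco rose by 1.26 and Trem2 by 0.44 on the log2 scale and passed in all 20 alternatives. Fcgr1 (0.26, adjusted p 0.0477) passed in 10 of 20, and its adjusted p was 0.161 without control replicate 1. Cd14 (-0.88), Mrc1 (-0.71) and Msr1 (-0.67) were among the lower ones. A general loss of expression of PU.1 targets would lower most of the PU.1 list. Of its 58 tested genes, 31 had a log2 fold change below 0 and 27 above, with a median of -0.014. Past the threshold, 10 were lower and 7 higher. This argues against a loss shared by most of the listed genes, but not against a loss in some of them. A selective effect on C1q and some other macrophage genes stays open as a hypothesis.

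The mitochondrial transcripts changed unequally. A lower share of mitochondrial RNA as a whole would lower them alike, but the log2 fold change of mt-Rnr1 exceeded that of mt-Nd1 by 2.46 ± 0.12 (SE). A fall that grows with distance from the start of the heavy-strand transcript would spare mt-Nd1 and mt-Nd2, the messenger RNAs closest to the ribosomal genes. Yet mt-Co1, mt-Nd4, mt-Nd5 and mt-Cytb, which lie farther away, all fell less, mt-Nd4 by the smallest margin of 0.95 ± 0.13 (SE) above mt-Nd2. Base composition with its A and T content argues no better, since mt-Rnr1 and mt-Nd2 have a GC content of 35.8% and 35.7% and differed by 2.38 ± 0.12 (SE). Across the 12 heavy-strand transcripts with a mean of at least 100 counts, the Spearman rho of log2 fold change with position was -0.252 (permutation p 0.430, adjusted over 2 relations 0.817) and with GC content 0.0769 (permutation p 0.817), and transcripts are not independent replicates. These 12 include mt-Co2, mt-Atp6, mt-Co3 and mt-Nd3, whose low counts may lack reads shared with nuclear copies, which limits both correlations. Reads shared with annotated nuclear copies are excluded for mt-Nd1, which had 0 near-identical pseudogenes. For mt-Nd2 the question stays open, as 1 pseudogene matched it over 510 bp. Among transcripts with fewer counts, mt-Tl1, the transfer RNA just before mt-Nd1, fell by 2.93 ± 0.30 (SE) and mt-Tp on the other strand rose by 0.84 ± 0.09. The block from mt-Tl1 to mt-Nd2, from 2676 to 4951 on the mitochondrial chromosome, held the 3 strongest falls among these transcripts. The change in mt-Nd1 held in all 20 alternatives, from -1.95 to -1.78. An effect of DB2313 on the processing or stability of these neighbouring transcripts is one hypothesis, and a difference in library preparation between the groups, which the labels do not describe, was not tested.

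The counts of some mitochondrial genes were low for their kind. The genes mt-Co2, mt-Atp6, mt-Co3, mt-Nd3 and mt-Nd4l had means of 53.5 to 1042 counts, while the other 7 protein-coding genes of the chromosome that were tested had 9306 to 143673. Reads shared with a nuclear copy that were not counted are a candidate explanation. At 99% identity or more, a nuclear pseudogene covered at least 98.99% of each of these 5 genes, 63.6% of mt-Nd4, 31.3% of mt-Co1 and 0 of the other 5 tested genes. mt-Atp8 did not pass the filter on low counts and was not part of this comparison. This is consistent with the removal of reads with several matches before counting. Low values of genes with near-identical copies in this table would then say little about their expression.

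Gapdh was examined for its uneven counts. It had 219, 131 and 150 counts in the control libraries and 3776, 169 and 1863 in DB2313 replicates 1 to 3, a log2 fold change of 3.48 with an adjusted p of 0.00461 although the groups overlapped. With robust edgeR the adjusted p was 0.225, and over all 19 alternatives it ranged from 1.4e-222 to 0.225. The control mean of 10.4 CPM was far below the 286 to 1743 CPM of 7 other glycolytic genes. A change of glycolytic gene expression would raise those too, but the median log2 ratio of the 27 other genes of the list to the control mean was 0.064 in DB2313 replicate 1 and -0.049 in replicate 3, against 4.40 and 3.37 for Gapdh. Gapdh had 135 near-identical pseudogenes, the most of the genes searched. Reads shared with pseudogenes stay open as an explanation. The 154 tested genes with 5 or more pseudogenes scattered 1.33 times as much between replicates as genes with none at the same mean expression, more than in any of 10000 random matched sets. Yet their median SD was 0.132 against 0.0991, far below the 1.78 of Gapdh, and 21 of the 154 were called changed. The typical scatter of such genes was thus much smaller than that of Gapdh. A median cannot tell how far 1 gene with 135 pseudogenes may scatter, so it does not settle the cause for Gapdh. Rps27a, with 10 pseudogenes, had 3976 to 4603 counts in control and 6036, 14836 and 10262 in DB2313 replicates 1 to 3, so it also scattered with DB2313 but was highest in replicate 2, where Gapdh was low. What raised Gapdh in these libraries was not tested. Gapdh is often used as a reference gene, and these counts cannot serve to judge it.

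Metallothioneins rose with DB2313, Mt1 by 2.03 ± 0.11 (SE) from 194 to 793 CPM and Mt2 by 2.51 ± 0.31. An oxidative stress response stays open. The median log2 fold change of 21 NRF2 target genes was 0.17, with 7 higher and 1 lower, and an unadjusted p of 0.00133 in camera and 5.5e-04 in fry, and the lower one was the abundant Slc7a11 (-0.48 ± 0.07). More available zinc also stays open. The zinc exporter Slc30a1 rose by 0.70 ± 0.10 and the importer Slc39a10 fell by 1.44 ± 0.17 on the log2 scale, both in all 20 alternatives, as more zinc in the cells might bring about. Neither explanation can be told apart from the other, because both were found from these same values and no measure of zinc or of oxidation was analysed here.

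The DB2313 libraries followed an order. Of 32 tested markers of T cells, neutrophils and basophils, 22 fell from replicate 1 over replicate 2 to replicate 3 and 1 rose, where chance gives 5.33 in each order. Of the 17 macrophage markers, 9 rose in that order and 2 fell. The 20 tested dendritic cell markers went both ways, with 8 that fell and 5 that rose. Among the falling markers, Cd3e was at 23.7, 19.6 and 16.2 CPM, and the abundant neutrophil gene S100a9 at 1490, 1258 and 1141 CPM. Different cell mixtures in the DB2313 libraries could give such an order, and so could a graded change of the cells themselves, and these explanations cannot be told apart with 1 library per point and genes that are not independent. The order matches the spread of the DB2313 libraries on the second principal component. It may also explain why more genes were changed without DB2313 replicate 3 (2408) or without replicate 1 (1711), though this was not tested.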
